A study of Homo sapiens with 16 samples. Its data were reported in "Integrative network analysis reveals USP7 haploinsufficiency inhibits E-protein activity in pediatric T-lineage acute lymphoblastic leukemia (T-ALL)" (2021).

How the data were processed

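The data were RNA-seq read counts from 16 libraries of 2 established T-ALL (T-lineage acute lymphoblastic leukemia) cell lines, Jurkat and HSB-2. Each line gave 4 groups of 2 libraries: untransduced wild-type cells, cells with a scrambled control, and cells with either of 2 short hairpin RNAs against USP7, shRNA-4057 and shRNA-4058. Groups and replicate numbers were taken from the labels of the samples.

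Per the labels, the libraries were made from total RNA after ribosomal RNA depletion with a stranded kit and were sequenced on a NovaSeq instrument. The authors mapped the reads with an in-house pipeline that used BWA against GRCh37-lite and against transcript collections, kept the best alignment of each read pair, and counted reads per gene with HT-seq. The deposited values were raw counts per gene, neither normalized nor pooled. The strand setting and the annotation release behind the counts were not stated. Reads of overlapping or antisense genes, and of near-identical gene copies, could therefore have been divided in ways that the counts do not show, and such genes are named as uncertain where they appear. The table held 57820 genes, of which 39330 had at least 1 count. The 37 mitochondrial genes were listed at 0 counts in each library, so no mitochondrial share was computed.

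Gene symbols were those of the deposited table. Coordinates, overlapping genes, GC content and transcript length were taken from GENCODE release 44 mapped to GRCh37, which is the same genome build as the counts but another release of the gene models. Of the 23063 genes tested in the fit of all libraries, 96.3% were found in that annotation.

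Total counts ranged from 76.6 to 235 M (mega) per library. In Jurkat they lay between 86.9 and 110 M, and HSB-2 libraries differed in depth even within a group. A floor of 3 counts, the most that an observed count of 0 allows, corresponded to between 0.0127 and 0.0392 CPM (counts scaled to the library total) depending on the library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Between replicates, the counts differed by more than sampling noise in each group, so no pair was treated as 1 library deposited under 2 labels.

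Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the groups of each fit, libraries were scaled by TMM (factors from 0.882 to 1.15), and groups were compared with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene is called here when its adjusted p was under 0.05. The standard error of a log2 fold change was its absolute value divided by the square root of F. In the pooled comparison of each line, both USP7 shRNAs formed a group of 4 libraries set against 2 scrambled libraries, so the difference between the hairpins was part of the error. Single hairpins, the comparison of the hairpins and scrambled against wild-type cells came from a fit of all 16 libraries as 8 groups, whose error was the spread between replicates alone. The labels do not state whether replicates were separate transductions or repeat samples of one culture, which limits how far the p-values of that fit reach beyond these cultures. The difference of the shRNA effect between the lines was an interaction term in a fit of the 12 shRNA and scrambled libraries. Levels are TMM-normalized CPM.

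Gene lists were tested by gene set enrichment analysis (GSEA) with fgsea 1.28.0 on the signal-to-noise ratio of normalized CPM, with 100000 gene-set permutations, genes with a mean of at least 1 CPM and lists with at least 4 such genes. P-values were adjusted over the 13 tests of both lines. The metric followed the study's GSEA with CPM in place of FPKM, and signal-to-noise does not change when a gene is divided by its length. The CPM minimum does differ from the study's minimum in FPKM, so the ranked genes can differ: PTCRA, with a mean under 1 CPM in Jurkat, was not ranked. The study's full list of E-protein targets was not used here. The 7 targets that the study names in its text or plots formed a list, and TAL1 with 7 factors that the study shows as interacting with it formed another, where RAG2 and CD69 counted as targets because the study names them as genes near sites bound by both E proteins and TAL1, and 5 more lists held thymocyte differentiation, p53 target, NOTCH1 target, interferon response and proliferation genes. Of the E-protein targets, 6 were also on the thymocyte list and 1 on the NOTCH1 list, and the thymocyte and NOTCH1 lists shared 2 genes. The lists were also tested with camera and fry of limma 3.58.1.

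Both hairpins of a line were set against the same scrambled libraries, so their effects correlate without any true effect. The value this gives was measured in 20 simulations of unchanged groups. The procedures were tested on simulated counts with 200 changed genes. The pooled Jurkat comparison recovered 181 of 200 with the right sign and called 9 of 20691 unchanged genes. The fit of all libraries recovered 179 of 200 for a single hairpin and called 11 of 22382 unchanged genes, and the interaction recovered 172 of 200 and called 4 of 22144. A simulated list of raised genes gave a normalized enrichment score of 2.41 with 18 genes ranked. The simulations hold only the spread between replicates and no differences between cultures.

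Named genes followed a rule: USP7, the genes of the 2 lists that the study names, and for each line the 5 genes with the highest and the 5 with the lowest log2 fold change among those called in the pooled and both single-hairpin comparisons with the same sign, with an average log2 CPM of at least 2 and all 4 shRNA libraries on one side of both scrambled libraries. A gene that met this rule is not reported here. The designs, this rule, the 7 gene lists and most alternatives were chosen before the data were examined. These alternatives were DESeq2's size factors, DESeq2 1.42.0 as the test, other filters on low counts, wild-type and scrambled cells together as the control, hairpins as separate groups, other statistics for the E-protein targets, the replicate number as a term, stricter thresholds, and leaving out each replicate in turn. Wild-type cells alone as the control, an offset for GC content and transcript length (natural splines with 4 degrees of freedom), hairpins as separate groups for the difference between the lines, and the alternatives for the other 6 gene lists and for single genes were added after the data had been seen. So was a list of 30 hypoxia response genes, of which 27 were tested in each line.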

Results

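USP7 encodes a deubiquitylating enzyme. To measure the effect of its partial loss on transcription, RNA-seq was performed in Jurkat and HSB-2, 2 T-ALL cell lines with active TAL1, after transduction with USP7 shRNA-4057, USP7 shRNA-4058 or a scrambled control, and in wild-type cells. Each of the 8 groups had 2 libraries. Total counts (M, mega) were 98.6 ± 16.5 M (SD, n = 2) in Jurkat wild-type, 99.5 ± 3.90 M in scrambled, 95.6 ± 7.35 M in shRNA-4057 and 107 ± 4.00 M in shRNA-4058 cells. In HSB-2 they were 167 ± 96.4, 182 ± 6.62, 103 ± 12.9 and 154 ± 109 M in the same order. The 10 most abundant genes of a library took 15.99% ± 1.48 of the counts in Jurkat scrambled cells and between 8.54% and 11.5% in the other groups. One of them, the signal recognition particle RNA RN7SL2, took 4.43% ± 0.58 in Jurkat scrambled cells and 2.90% ± 0.34 in Jurkat wild-type cells.

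The targeted gene was examined first. USP7 (ENSG00000187555.10) lies on chromosome 16 from 8985954 to 9069185 on the minus strand of GRCh37. In Jurkat its level was 391 ± 6.9 CPM (SD, n = 2) in wild-type and 385 ± 2.2 CPM in scrambled cells, and fell to 143 ± 3.8 CPM with shRNA-4057 and 243 ± 1.5 CPM with shRNA-4058. In HSB-2 the levels were 240 ± 4.5 CPM in wild-type, 224 ± 5.0 CPM in scrambled, 146 ± 3.7 CPM with shRNA-4057 and 159 ± 4.0 CPM with shRNA-4058. The pooled log2 fold change against scrambled was -0.97 in Jurkat (SE 0.24, adjusted p 0.020 by edgeR's quasi-likelihood test), which left 50.9% of the scrambled level. It was -0.55 in HSB-2 (SE 0.056, adjusted p 1.1e-04), which left 68.4%. All 4 shRNA libraries lay below both scrambled libraries in each line. In Jurkat, shRNA-4057 reduced USP7 further than shRNA-4058 did (log2 difference -0.77, adjusted p 4.5e-14 by the quasi-likelihood test). The difference between the lines was not called with the hairpins pooled as replicates (interaction 0.45, adjusted p 0.21 by the quasi-likelihood test), where the difference between the hairpins is part of the error. Matched by hairpin in the fit of all libraries, which was chosen after seeing the data and whose error is the spread between replicates alone, the effect in HSB-2 minus that in Jurkat was 0.82 for shRNA-4057 (SE 0.049, adjusted p 1.7e-12) and 0.17 for shRNA-4058 (SE 0.049, adjusted p 0.0039), by the quasi-likelihood test. Leaving out shRNA-4057 replicate 1 moved the Jurkat value most, to -0.84, with the call kept. Scrambled and wild-type cells did not differ in USP7 in Jurkat (log2 fold change -0.02, adjusted p 0.72) and differed slightly in HSB-2 (-0.10, adjusted p 0.025), by the quasi-likelihood test.

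**Figure D1:**
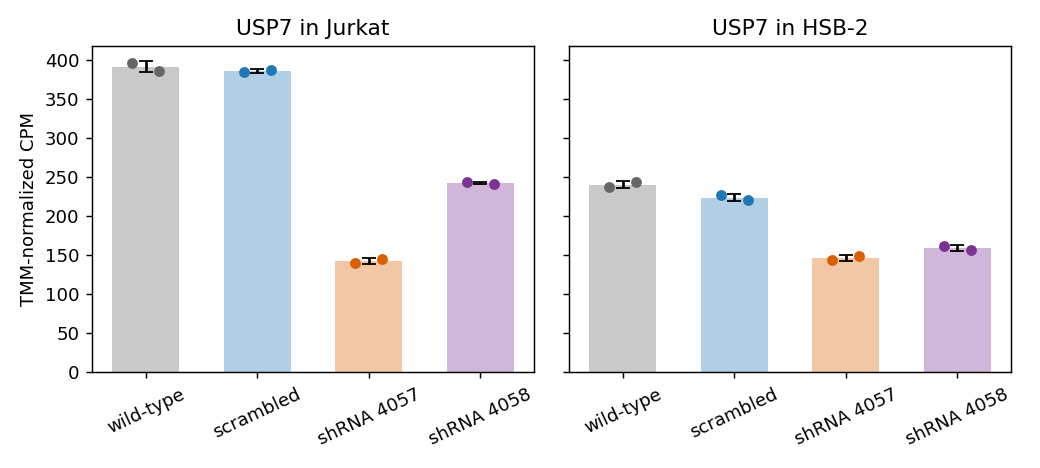
TMM-normalized CPM of USP7 in the 4 groups of each cell line (bars, means; error bars, SD; points, the 2 libraries of a group). The shRNA groups lie between 143 and 243 CPM in Jurkat and at 146 and 159 CPM in HSB-2, below both control groups of their line.

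The study asked whether USP7 knock-down lowers the transcription of E-protein targets, genes activated by E2A and HEB and repressed by TAL1. Of the 7 genes it names as targets or near sites bound by E proteins and TAL1, 3 were called lower in the pooled Jurkat comparison and none was called higher; the number was also 3 when adjusted over the list alone. Since the study picked RAG1 and PTCRA partly on these libraries, the number adjusted over the list alone is not independent evidence. The study also reported both as lower in Jurkat shRNA cells by RT-qPCR, which does not use these libraries. RAG1 fell from 25.9 ± 0.51 CPM (SD, n = 2) in scrambled cells to 3.55 ± 0.030 CPM with shRNA-4057 and 12.5 ± 0.20 CPM with shRNA-4058. Its log2 fold change was -1.66 (SE 0.52, adjusted p 0.049 by the quasi-likelihood test). This call depended on the settings. It was lost without shRNA-4057 replicate 1 (adjusted p 0.058) or replicate 2 (0.066), with at least 10 counts in every library (0.056), with DESeq2 (0.071) and against wild-type cells (0.15). It was kept with scrambled and wild-type cells together (0.019), with all genes of at least 1 count (0.020), with the offset for GC content and length (0.040) and with hairpins as separate groups (1.2e-15 by the quasi-likelihood test), and each hairpin alone was called (adjusted p 1.7e-16 and 1.8e-09 by the quasi-likelihood test). CD1B (ENSG00000158485.6, chromosome 1, 158297741 to 158301321, minus strand) fell by 0.94 on the log2 scale (SE 0.089, adjusted p 5.6e-04 by the quasi-likelihood test), from 40.3 ± 0.64 CPM to 19.3 ± 0.60 and 22 ± 1.2 CPM. CD69 (ENSG00000110848.4, chromosome 12, 9905082 to 9913497, minus strand) fell by 1.42 (SE 0.080, adjusted p 9.9e-05 by the same test), from 54.6 ± 5.5 CPM to 20.3 ± 1.0 and 19.9 ± 0.86 CPM. Wild-type cells held 26.4 ± 0.62 CPM of CD69, and against them CD69 fell by 0.37 on the log2 scale (adjusted p 0.027 by the quasi-likelihood test).

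PTCRA (-1.04, adjusted p 0.16), RAG2 (-0.51, adjusted p 0.22), CD1E (-0.39, adjusted p 0.12) and CD1A (-0.15, adjusted p 0.39) had negative log2 fold changes that did not pass the quasi-likelihood test in the pooled Jurkat comparison. The hairpins differed in these genes. With shRNA-4057 alone, all were called lower by the quasi-likelihood test, PTCRA with a log2 fold change of -2.10 (adjusted p 1.5e-05), RAG2 with -1.06 (1.5e-07), CD1E with -0.70 (8.6e-10) and CD1A with -0.35 (1.9e-05). With shRNA-4058 only CD1E of these was called lower (-0.18, adjusted p 0.013 by the quasi-likelihood test), and the log2 fold changes of PTCRA, RAG2 and CD1A were -0.48, -0.16 and -0.014. Against wild-type cells CD1E was called lower with the hairpins pooled (-0.73, adjusted p 0.039 by the quasi-likelihood test). PTCRA was at 1.17 ± 0.13 CPM (SD, n = 2) in scrambled cells, between 102 and 116 counts per library. RAG1 on chromosome 11 (36531922 to 36614706, plus strand) and RAG2 (36597124 to 36619829, minus strand) overlap in antisense, so reads could have been divided between them. RAG1 also overlaps a gene without a symbol on the same strand, and RAG2 overlaps IFTAP in antisense, so their counts could hold reads of these too.

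**Figure D2:**
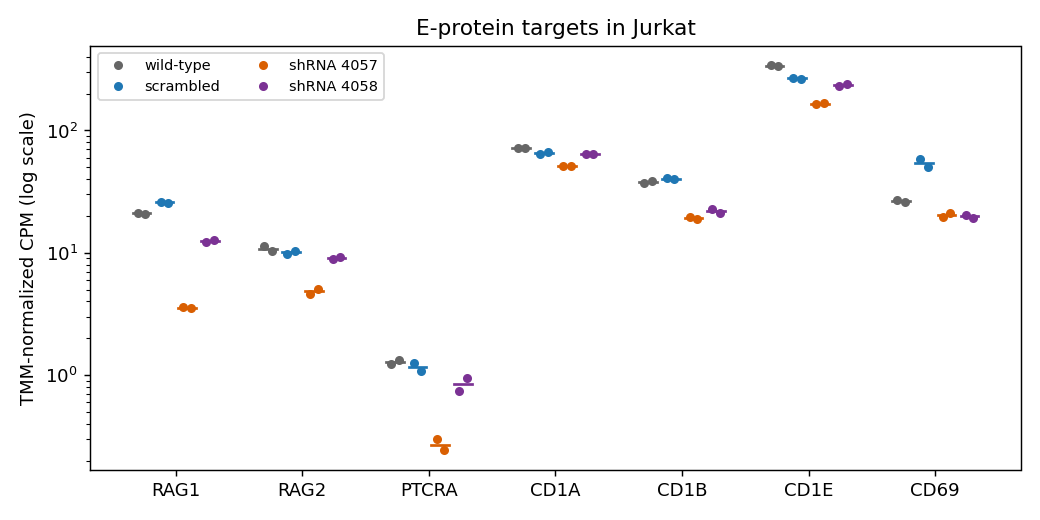
TMM-normalized CPM on a log axis of the 7 E-protein targets named by the study in the 4 Jurkat groups (points, libraries; short lines, group means). All of them except CD1A lie below both scrambled libraries in all 4 shRNA libraries, while only RAG1, CD1B and CD69 were called in the pooled comparison. The wild-type group of CD69 lies at 26.4 CPM, below the scrambled group.

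In HSB-2 most of these genes were close to the detection limit. Over its 8 libraries RAG2 had 4 counts in all and PTCRA 1, the counts per library were 0 to 15 for CD1B, 0 to 17 for CD1E and 3 to 25 for RAG1, and a change was not detectable at this depth. CD1A was measurable and not called in the pooled comparison (log2 fold change 0.15, adjusted p 0.38 by the quasi-likelihood test). With shRNA-4057 alone it was called higher (0.22, adjusted p 0.027 by the quasi-likelihood test) and with shRNA-4058 it was not called (0.036, adjusted p 0.73), while with the hairpins pooled it was called lower against wild-type cells (-0.68, adjusted p 0.0044 by the same test). CD69 moved in the other direction than in Jurkat (interaction 3.71, adjusted p 6.7e-09 by the quasi-likelihood test), with a log2 fold change of 2.26 (SE 0.11, adjusted p 1.6e-06 by the quasi-likelihood test). Its levels were 26.0 ± 1.0 CPM (SD, n = 2) in scrambled, 113 ± 4.8 CPM with shRNA-4057, 136 ± 6.6 CPM with shRNA-4058 and 97.5 ± 4.7 CPM in wild-type cells. Against wild-type cells it was called higher (log2 fold change 0.35, adjusted p 0.032 by the quasi-likelihood test), and against scrambled and wild-type cells together it was not called (adjusted p 0.098 by the quasi-likelihood test).

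Among TAL1 and the 7 interacting factors on its list, LMO1 was called lower in Jurkat (-1.27, adjusted p 0.0082) and TAL1 (0.35, adjusted p 9.7e-04) and TCF12, which encodes HEB (0.21, adjusted p 0.028), were called higher in HSB-2, by the quasi-likelihood test. The calls were 1 of 7 of these genes tested in Jurkat and 2 of 5 in HSB-2, with the same numbers when adjusted over the list alone. None of the 3 was called against wild-type cells, where the adjusted p-values were 0.21, 0.092 and 0.17. TCF12 was also not called without HSB-2 shRNA-4057 replicate 1 (adjusted p 0.057). TCF3, which encodes E2A, was not called in the pooled comparison of either line. In the fit of all libraries, further genes of this list besides LMO1 were called in Jurkat with each hairpin, by the quasi-likelihood test. Their log2 fold changes with shRNA-4057 and shRNA-4058 were -0.20 and -0.092 for TCF12, -0.17 and -0.13 for TRIM27 and 0.32 and 0.10 for EP300. TAL1 and TCF4 were called with shRNA-4057 alone there, and TCF3 with neither hairpin.

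In GSEA the E-protein targets were lower in Jurkat shRNA cells, with a normalized enrichment score of -1.62 over 6 ranked genes (permutation p 0.013, adjusted p 0.042 over 13 tests). These are a few members of a longer list, and the study picked RAG1, which is among them, partly on these libraries, so this score and the camera and fry results of the list are not independent evidence. Ranking the genes by the edgeR statistic gave -1.52 (adjusted permutation p 0.092), and leaving out shRNA-4057 replicate 2 gave -1.59 (adjusted permutation p 0.053). Against wild-type cells the score was -1.73. In HSB-2 fewer than 4 of the targets reached 1 CPM, so the list was not tested. Of the other 6 lists none was called in Jurkat, where the thymocyte differentiation genes had the lowest p (score -1.48, permutation p 0.042, adjusted p 0.11) and were the only list of the 6 with an unadjusted p under 0.05. Without shRNA-4058 replicate 2 the thymocyte list was called (score -1.67, adjusted permutation p 0.021). The other Jurkat scores were -1.18 for the TAL1-interacting factors, -0.74 for p53 targets, 1.34 for NOTCH1 targets, -1.20 for interferon response genes and -0.88 for proliferation genes. In HSB-2, 3 lists were called higher. The interferon response genes scored 2.20 (permutation p 1.5e-05) and the thymocyte differentiation genes 2.16 (permutation p 1.6e-05), and these were the smallest p-values that the permutations of the same sign could give. The p53 targets scored 1.90 (permutation p 5.1e-04, adjusted p 0.0022). Proliferation genes scored 1.42 (adjusted permutation p 0.14), NOTCH1 targets 1.23 and TAL1-interacting factors 1.0.

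Gene by gene, 14 of 30 thymocyte, 7 of 25 p53, 6 of 13 NOTCH1, 15 of 27 interferon and 11 of 29 proliferation genes were called in Jurkat. When adjusted over the list alone these were 15, 7, 6, 17 and 11. In HSB-2, 21 of 26 p53 targets were called, 20 of them higher, and 23 when adjusted over the list alone. Of the interferon genes 23 of 29 were called, 22 of them higher, and 25 when adjusted over the list alone, and of the thymocyte genes 17 of 22, 16 of them higher, by either adjustment. Proliferation genes were called in 19 of 29 cases and NOTCH1 targets in 5 of 9, also by either adjustment. With camera at a preset correlation of 0.01, the called lists were E-protein targets, thymocyte differentiation and NOTCH1 targets in Jurkat and thymocyte differentiation, p53 targets, interferon response and proliferation in HSB-2. Of these, all but the NOTCH1 targets were also called by fry, and with an estimated correlation only the thymocyte and p53 lists in HSB-2 were (adjusted p 0.013 for each).

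**Figure D3:**
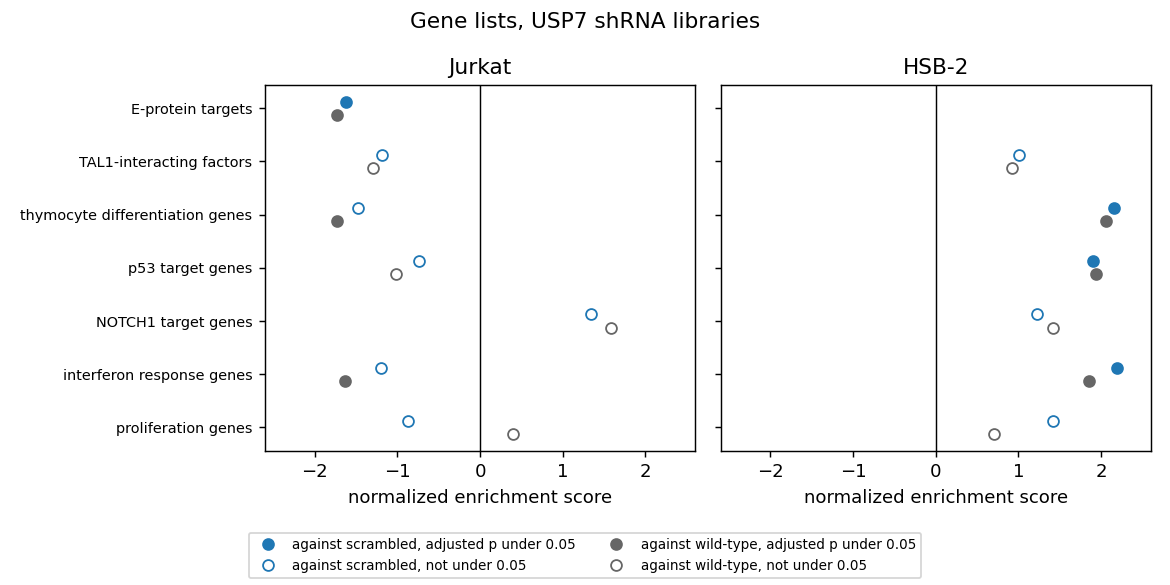
Normalized enrichment scores of the gene lists in Jurkat and HSB-2, with USP7 shRNA set against scrambled (blue) or wild-type libraries (grey); filled points had an adjusted permutation p under 0.05. Against scrambled the E-protein targets lie at -1.62 in Jurkat, and the interferon, thymocyte and p53 lists at 2.20, 2.16 and 1.90 in HSB-2.

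Across all genes, the pooled comparison called 5965 of 21288 genes in Jurkat, 2633 higher and 3332 lower with USP7 shRNA, and 8049 of 21113 in HSB-2, 4282 higher and 3767 lower. At least a 2-fold change was seen in 1771 of the Jurkat calls, 1113 higher and 658 lower, and in 2128 of the HSB-2 calls, 1345 higher and 783 lower. Against wild-type cells alone, 1798 genes were called in Jurkat and 5010 in HSB-2. An offset for GC content and transcript length turned the balance in both lines, to 4218 higher and 2578 lower in Jurkat and to 3731 higher and 4530 lower in HSB-2. With each hairpin as a group of its own, the averaged effect called 11837 and 12077 genes. By itself shRNA-4057 called 11527 genes in Jurkat (5231 higher, 6296 lower) and 10046 in HSB-2 (5052 higher, 4994 lower), and shRNA-4058 called 10718 (4551 higher, 6167 lower) and 12177 (6131 higher, 6046 lower). The spread between replicates was small, with a biological coefficient of variation of 4.20% over the 16 libraries. The labels do not state whether the replicates were separate transductions or samples of one culture, and in the latter case the calls of this fit compare cultures rather than treatments. It was 14.3% in the pooled Jurkat fit and 10.7% in the pooled HSB-2 fit, where the hairpins counted as replicates.

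**Figure D4:**
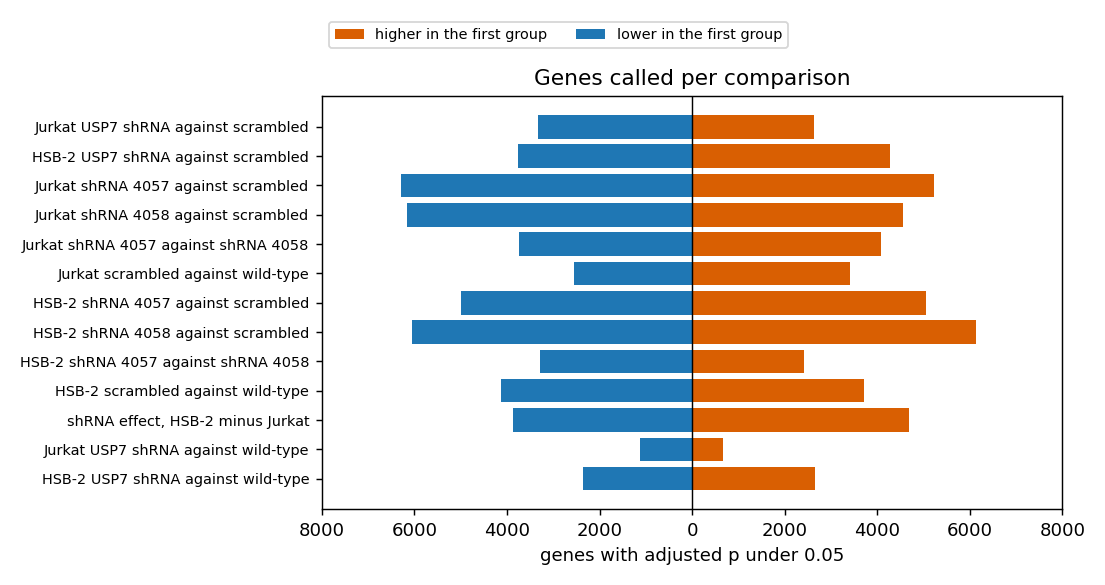
Genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test in each comparison, higher (orange, to the right) or lower (blue, to the left) in the first group named; for the last comparison of effects, the first group is HSB-2. Scrambled against wild-type gave 5964 genes in Jurkat and 7857 in HSB-2; in the same fit of all libraries shRNA-4057 gave 11527 and 10046 and shRNA-4058 gave 10718 and 12177, while the pooled comparisons came from fits with a larger error.

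The hairpins were compared with each other to see how much of the response they shared. In Jurkat 7990 genes were called with both, and 7380 of these (92.4%) changed in the same direction. In HSB-2 the numbers were 8324 and 8115 (97.5%). The log2 fold changes of the hairpins correlated across genes with Pearson's r of 0.75 in Jurkat and 0.73 in HSB-2, where simulated unchanged groups against the same scrambled libraries gave means of 0.54 and 0.41 and shared calls of 0 and 0.05 on average. Genes are not independent replicates, and r describes these libraries. The simulated groups hold only the spread between replicates. A shift of the scrambled culture of a line would also give calls shared in direction, since both hairpins were set against it. The shared calls therefore do not separate such a shift from an effect of USP7 loss. Set directly against each other, the hairpins differed in 7817 genes in Jurkat and 5716 in HSB-2. With at least a 2-fold change, the calls shared in direction numbered 1363 and 1590, and those between the hairpins 818 and 548.

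The genes with the largest changes by the rule for named genes came from 3901 candidates in Jurkat and 5529 in HSB-2. In Jurkat the highest log2 fold changes were those of GZMK (4.11, SE 1.16, adjusted p 0.034), SH3BP5 (4.07, SE 0.36, adjusted p 4.1e-04), EOMES (3.83), PLEKHG3 (3.78) and TC2N (3.45), and the lowest were those of CEBPE (-3.73, adjusted p 2.4e-04), TFAP2A (-3.45), IGLL1 (-3.43), CHI3L2 (-3.11) and GAS2 (-2.52), by the quasi-likelihood test. SH3BP5, on chromosome 3 from 15295860 to 15382875, rose from 14.0 ± 1.7 CPM (SD, n = 2) in scrambled cells to 300.3 ± 1.2 and 163 ± 0.82 CPM with the hairpins, and was at 82.6 ± 3.3 CPM in wild-type cells. CEBPE, on chromosome 14 from 23586245 to 23589465, fell from 105 ± 2.6 CPM to 5.43 ± 0.45 and 10.04 ± 1.3 CPM, with 44.2 ± 2.3 CPM in wild-type cells. GZMK, EOMES, TC2N and GAS2 were not called against wild-type cells (adjusted p 0.87, 0.33, 0.28 and 0.19 by the quasi-likelihood test). Without shRNA-4057 replicate 2, GZMK (adjusted p 0.052) and TC2N (0.062) were not called either, nor was TC2N without replicate 1 (0.058).

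In HSB-2 the log2 fold changes of MAN1A1 (7.06, adjusted p 9.1e-08), NMUR1 (6.53), RGS6 (5.12) and SYTL3 (4.54) were among the highest, and the lowest were those of GPR84 (-3.03), SLC43A2 (-2.79), EMP1 (-2.52), L3MBTL1 (-2.34) and GALNT9 (-2.27), by the quasi-likelihood test. MAN1A1, on chromosome 6 from 119498370 to 119670926, had 22 and 20 counts in the scrambled libraries, or 0.116 ± 0.0028 CPM (SD, n = 2). It was at 16.9 ± 0.56 CPM with shRNA-4057, 14.0 ± 0.0068 CPM with shRNA-4058 and 2.63 ± 0.0069 CPM in wild-type cells. RGS6, GPR84 and GALNT9 were not called against wild-type cells (adjusted p 0.32, 0.0995 and 0.073 by the quasi-likelihood test). TC2N overlaps CATSPERB on the same strand, and SH3BP5, PLEKHG3, TFAP2A, GAS2, SYTL3 and TCF4 overlap other named genes in antisense. GZMK, IGLL1, MAN1A1, RGS6, L3MBTL1, GALNT9, TAL1 and EP300 overlap genes without a symbol. The counts of all these genes could therefore hold reads of a neighbour.

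Wild-type cells were compared with scrambled cells to see how far the controls differed. Scrambled and wild-type cells differed in 5964 genes in Jurkat (3420 higher, 2544 lower in scrambled) and in 7857 in HSB-2 (3723 higher, 4134 lower), by the quasi-likelihood test. The root mean square log2 distance between group means was 0.247 between wild-type and scrambled in Jurkat, 0.340 and 0.315 between wild-type and the 2 hairpins, and 0.480 and 0.411 between scrambled and the hairpins. In HSB-2 these distances were 0.348, 0.289 and 0.369, and 0.469 and 0.543. Replicates lay between 0.077 and 0.105 apart. With at least a 2-fold change, scrambled and wild-type cells differed in 583 genes in Jurkat (193 higher, 390 lower in scrambled) and 1341 in HSB-2 (416 higher, 925 lower). Of the genes called in the pooled comparison and also tested against wild-type cells, 5932 in Jurkat and 7867 in HSB-2, 53.4% and 57.1% were also called between scrambled and wild-type in the direction opposite to the shRNA effect. Both comparisons contain the scrambled libraries, so opposite signs are favoured without a true effect. In the comparison with wild-type cells, 25.2% and 45.8% of the same genes were called with the sign of their shRNA effect, but it shares the shRNA libraries, which favours the same sign.

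The response was then compared between the lines. Over 19342 genes tested in both, the pooled log2 fold changes had a Pearson's r of -0.11 and a Spearman's rho of -0.23 across genes, which are not independent replicates. In both lines 2409 genes were called, where 2169 were expected from the separate counts, and 774 of them (32.1%) changed in the same direction. Against wild-type cells r was -0.19 and rho -0.24. With scrambled and wild-type cells together as the control r was -0.21, and with DESeq2's fold changes it was -0.05. The interaction test called 8559 of 22732 genes, of which 4682 had the more positive effect in HSB-2 and 3877 in Jurkat, and 3890 of which differed by at least 2-fold. With the offset for GC content and length, this balance turned as well, to 3510 and 5723 of 9233 genes.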

Values the study reported

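By the study's description, shRNA-4058 was directed at exon 8 of USP7 and shRNA-4057 at exon 21. The study's own GSEA, with its full list of E-protein targets, gave lower expression of those targets after knock-down in both cell lines. It reported RAG1 and PTCRA as lower in patient samples with mutated USP7 and, by RT-qPCR, in Jurkat shRNA cells. RT-qPCR also gave lower levels of both after USP7 knock-out in Jurkat and Molt-4 cells. By its description HSB-2 cells lacked expression of both.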

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

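Of the tests in this part, those that use wild-type cells in place of the scrambled control, the tests of transduction, the test on proliferation genes and the tests on single genes were chosen only after the results were seen. No group had more than 2 libraries, so no library was tested for standing apart from its group.

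The effect of the USP7 shRNAs differed between the lines in 8559 of 22732 genes by the interaction term of edgeR's quasi-likelihood test. Of the 19342 genes tested in each line and for the difference, 8184 were called different, and 1635 of these were called in both lines with opposite signs. A peculiar state of the scrambled cells as the whole cause is argued against by the effects against wild-type cells, which also ran opposite (Spearman's rho -0.24 across genes). With each library's trend with GC content and transcript length removed, rho was -0.24 as well. What stays open is a true difference in the response of the lines and a separate drift of each culture. Each line has a single set of 8 libraries. Effects against wild-type cells, which were not transduced, can also hold a response to transduction. No test separated these.

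Thymocyte differentiation genes had a median difference of 1.06 between the lines on the log2 scale, higher in HSB-2, with 15 of 22 genes called in that direction and 2 in the other. The adjusted p of the list was 0.0091 by camera with estimated correlation and 2.5e-06 by fry. In HSB-2 the list was also higher than in wild-type cells (normalized enrichment score 2.06). The state of the scrambled cells alone therefore does not account for the rise against both controls. That state together with transduction, which wild-type cells lacked, stays open. The size of the rise depended on the control, since the median over 17 genes was 0.86 against scrambled and 0.43 against wild-type cells. Which control had moved was not tested. The median against scrambled went from 0.86 to 0.77 with the correction for GC content and length, so these trends were not the whole cause either. A difference between the lines in how USP7 loss acts on differentiation genes may underlie this, as a hypothesis. A difference between cultures stays open too.

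The p53 targets had a median difference of 0.73, with 18 of 25 genes called higher in HSB-2 and 0 lower. The adjusted p was 0.021 by camera with estimated correlation and 3.0e-06 by fry. In HSB-2 the median over 25 genes was 0.51 against scrambled and 0.33 against wild-type cells, so its size depended on the control. Which control had moved was not tested. The score against wild-type cells was 1.94, so the state of the scrambled cells alone does not account for the rise against both controls. That state together with transduction, which wild-type cells lacked, stays open. The median against scrambled went from 0.51 to 0.38 with the correction for GC content and length. Of 10000 random lists matched on expression, 0 had a median as high as that of the p53 targets. Neither these trends nor the trend with expression level was therefore the whole cause of the rise. USP7 acts on the p53 pathway, and a stronger p53 response in HSB-2 than in Jurkat is a candidate explanation that these libraries do not test further.

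Interferon response genes had a median difference of 1.03, with 22 of 27 genes called higher in HSB-2 and 1 lower (adjusted p 0.0097 by camera with estimated correlation and 2.8e-06 by fry). Transduction as such would raise these genes in scrambled cells too. Their median in HSB-2 was -0.50 in scrambled against wild-type cells, but an exchange of these libraries, which stays open, would turn its sign, so this value decides nothing. The list was called higher against each control (scores 2.20 and 1.86), so transduction was not the whole cause whichever of them was transduced. The size of the rise depended on the control: the median of 26 genes was 0.72 against scrambled and 0.15 against wild-type cells. Which control had moved was not tested. The state of the scrambled cells alone does not account for both rises, since the list was called against wild-type cells too. That state together with transduction stays open. The median of the list against wild-type cells lay at the 98.0 percentile of matched random lists, 197 of 10000 of which were as high.

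Proliferation genes had a median difference of 0.38, with 17 of 29 genes called higher in HSB-2 and 0 lower (adjusted p 0.0091 by camera with estimated correlation and 2.8e-06 by fry). Against wild-type cells their score in HSB-2 was 0.71 and not past the threshold, which is consistent with a contribution of the state of the scrambled cells.

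Some of the single genes that were named also differed between the lines by the interaction term, among those tested in the pooled comparison of each line. Not called were USP7, RAG1, CD1A, TAL1, TCF3, EP300 and TRIM27. Among genes chosen for a large effect, TC2N (-1.99, adjusted p 0.13), GPR84 (0.38, adjusted p 0.41) and GAS2 (-0.49, adjusted p 0.80) were not called either, by the quasi-likelihood test. CD69 differed by 3.71 on the log2 scale and TCF12 by 0.36. The other genes that differed had been chosen for a large effect in 1 line, which favours a difference. Among those chosen in Jurkat, the effect in HSB-2 minus that in Jurkat was -1.92 for SH3BP5, -2.95 for EOMES, -2.05 for PLEKHG3, 1.94 for CEBPE, 3.40 for TFAP2A, 3.74 for IGLL1 and 3.05 for CHI3L2. Among those chosen in HSB-2 it was 7.84 for MAN1A1, 3.80 for RGS6, 4.20 for SYTL3, -2.99 for SLC43A2, -1.92 for EMP1, -2.39 for L3MBTL1 and -3.42 for GALNT9. CD1B passed as well (2.33, adjusted p 0.0075 by the quasi-likelihood test), but it held 0 to 15 counts per library in HSB-2 and was too low for the pooled comparison there. NMUR1 held 0 to 3 counts in each Jurkat library, so no difference is given for it.

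In some of the genes that differed, much of the difference depended on the control. Against wild-type cells the difference in CD69 was 0.76 (adjusted p 0.0027 by the quasi-likelihood test), with log2 fold changes of -0.37 in Jurkat and 0.35 in HSB-2. The differences in EOMES (-1.19, adjusted p 0.38) and EMP1 (-0.76, adjusted p 0.20) were not called against wild-type cells by the quasi-likelihood test, and that in RGS6 reversed without being called (-0.46, adjusted p 0.64). In EOMES, EMP1 and RGS6 the state of the scrambled cells therefore stays open as a cause. With scrambled and wild-type cells together SH3BP5 was not called either (adjusted p 0.19 by the quasi-likelihood test). The differences in the other genes kept their direction and call against wild-type cells, and all of them, those in EOMES, EMP1 and RGS6 included, did so with the offset for GC content and length. A drift of separate cultures was not separated from a response to USP7 loss for any of them.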

How the results depend on the processing

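Wild-type cells alone as the control, the offset for GC content and transcript length, hairpins as separate groups for the difference between the lines, and every alternative for the gene lists other than the E-protein targets and for single genes were chosen after seeing the data. USP7 was lower in both lines under all alternatives run for it, and called wherever each arm kept 2 libraries, with log2 fold changes from -1.11 to -0.84 in Jurkat and from -0.57 to -0.52 in HSB-2 without 1 replicate.

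With hairpins as separate groups, so that their difference left the error, the pooled counts rose to 11837 in Jurkat and 12077 in HSB-2, and that for the difference between the lines to 12770. An adjusted p under 0.01 left 2520 and 5014 genes, 5305 for the difference between the lines and 3737 between the HSB-2 hairpins. Requiring a 2-fold change left 1771 and 2128 genes in the pooled comparisons, 2839 and 2195 for shRNA-4057 and shRNA-4058 in Jurkat, 2075 and 3268 in HSB-2, 818 and 548 between the hairpins, 583 and 1341 between scrambled and wild-type, 1363 and 1590 shared by both hairpins, and 3890 for the difference between the lines. Fewer genes pass these thresholds by construction. Against wild-type cells alone the pooled counts were 1798 and 5010, of which 1498 and 3696 were also called against scrambled, and the difference between the lines 4338; the cause was not tested. Without 1 shRNA replicate the pooled counts ran from 4684 to 5792 in Jurkat and from 6974 to 8454 in HSB-2, and those for the difference from 7687 to 8728.

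With the GC and length offset, the share of calls that were higher moved from 44.1% to 62.1% in Jurkat and from 54.7% to 38.02% for the difference between the lines, with 4751 and 6867 genes shared with the calls reported. The balance of higher and lower genes therefore rests on this choice.

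Pearson's r between the lines stayed negative under all alternatives run. It was -0.111 with at least 10 counts in every library, -0.0497 with DESeq2, -0.210 with both controls together, -0.195 with wild-type cells and -0.125 with the offset. Without 1 library it ranged from -0.147 (without Jurkat shRNA-4057 replicate 1) to -0.0678 (without Jurkat shRNA-4058 replicate 1). The cause was not tested.

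The E-protein targets in Jurkat kept their direction. They passed the threshold except when ranked by the edgeR statistic (score -1.52, adjusted permutation p 0.092), by camera with estimated correlation (adjusted p 0.221) and without shRNA-4057 replicate 2; the scores without 1 replicate ranged from -1.67 to -1.59. Of the other 6 lists, 0 were called in Jurkat as reported, with 1 at an unadjusted p under 0.05. The number called was 1 with both controls together, 1 with filterByExpr in place of the CPM minimum, 1 when ranked by the edgeR statistic, 2 against wild-type cells, 2 by camera with preset correlation and 4 by fry, and 0 to 1 without 1 shRNA replicate. In HSB-2 3 were called as reported and 5 by fry. Proliferation genes in Jurkat reversed against wild-type cells, from -0.88 to 0.40, neither past the threshold, and the difference between the lines in RGS6 reversed from 3.80 to -0.46. The cause was not tested. Single genes and single lists were counted once for each value and setting. Apart from leaving out 1 replicate, the alternatives lost a call in 27 cases and gained a call in 22, several of them for the same gene or list. Without 1 replicate a call was lost in 6 further cases, which were RAG1, TC2N, GZMK and HSB-2 TCF12, and gained in 1, the thymocyte list in Jurkat.

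Replicate numbers did not pair the libraries consistently. Deviations of same-numbered libraries correlated between -0.42 and 0.40 over the 12 pairs of groups within a line, 4 over 0.1 and 6 under -0.1. Over 16 pairs across lines, which cannot share a culture, they correlated between -0.42 and 0.50. The signs followed a pattern common to both lines. Jurkat wild-type, scrambled and shRNA-4058 and HSB-2 scrambled and shRNA-4058 groups correlated positively with one another. So did Jurkat shRNA-4057, HSB-2 shRNA-4057 and HSB-2 wild-type groups, and correlations between these sets were negative. The source of this pattern was not tested, and a block on the replicate number does not follow it. With a replicate block the pooled counts were 4156 in Jurkat and 6691 in HSB-2, the count for the difference 7195 and r -0.106. RAG1, GZMK, TC2N and HSB-2 TCF12 lost their calls (adjusted p 0.084, 0.061, 0.069 and 0.060 by the quasi-likelihood test). By fry with the replicate block 4 of the other lists were called in Jurkat and 5 in HSB-2, and the E-protein targets were called (adjusted p 0.037).

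Without a scrambled replicate an arm held 1 library, so no call was made, and the alternatives for E-protein targets in HSB-2 were not run because fewer than 4 of them reached the CPM minimum. In HSB-2 the counts of RAG2, PTCRA, CD1B and CD1E stayed at 17 or under in each library, which limits any statement on their change there. HSB-2 totals were 76.6 to 235 M against 86.9 to 110 M in Jurkat, so the low counts came from low levels of these genes and not from low depth.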

Other observations

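In this part, the tests of library size, abundant RNAs, cells of the other line in wild-type libraries, exchanged libraries, drifting cultures and hypoxia were chosen only after the result was seen.

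In both lines scrambled cells lay further from the USP7 shRNA cells than wild-type cells did, by the root mean square distances. Differences that share no library were compared: the shRNA effect against 1 scrambled replicate and the difference of the other scrambled replicate from wild-type correlated with r of -0.70 and -0.69 over 11291 genes in Jurkat and -0.74 and -0.76 over 11176 in HSB-2. Spearman's rho was -0.64 and -0.65 in Jurkat and -0.56 and -0.60 in HSB-2. Independent cultures of equal spread would give -0.577, because both differences contain the scrambled state, so only the excess over that value calls for an explanation. In HSB-2 Pearson's r lay beyond it in both comparisons and rho in only 1 of them.

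Several technical explanations were argued against. Library size was not the cause, since the HSB-2 wild-type libraries, whose totals differed 2.37-fold, lay 0.0771 apart on the log2 scale while scrambled and wild-type lay 0.348 apart. A few abundant RNAs would shift all other genes alike. Without 16 such RNAs, the SD of the scrambled minus wild-type differences was 0.244 in Jurkat and 0.348 in HSB-2, against at most 0.104 and 0.0900 between replicates. Trends with GC content and transcript length took 12.5% and 5.25% of the variance of these differences, and the correlation nearest 0 between such differences was -0.661 after their removal. Cells of the other line would bring its abundant genes, but 7 genes that the wild-type libraries nearly lacked in Jurkat and 2 in HSB-2 reached at most 0.00321% of that level in scrambled libraries. In turn, 9 genes that the scrambled libraries nearly lacked in Jurkat and 8 in HSB-2 reached at most 0.0454% of it in wild-type libraries. An exchange of scrambled and shRNA libraries would lower USP7 in the libraries labelled scrambled, where its log2 fold change against wild-type was at lowest -0.10 and where its lowest level was 384 CPM in Jurkat and 220 CPM in HSB-2, above the highest shRNA levels of 244 and 162 CPM.

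An exchange of wild-type and scrambled libraries cannot be told apart from the labels as given, since USP7 was unreduced in both (log2 fold change -0.0207 in Jurkat) and the table lists no vector sequence. What is said of scrambled and wild-type cells here holds for the labels as given. A drift of separate cultures cannot be told apart from effects of the scrambled vector either, since each group has a single pair of libraries. Groups of the same kind, both control or both USP7 shRNA, lay at least 2.19 times as far apart as any replicates. The shortest of these distances was between the HSB-2 hairpins, whose USP7 levels differed (log2 difference -0.12, adjusted p 0.015 by the quasi-likelihood test). They differed in Jurkat too (-0.77), so the distances between hairpins can also hold unequal knock-down. Scrambled and wild-type cells lay 0.247 apart in Jurkat and 0.348 in HSB-2, against at most 0.105 between replicates. Drift could give this, and a response to each vector could give it as well.

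A hypoxia response may contribute in Jurkat, as a hypothesis found on these data. Of 27 hypoxia genes, 24 were called higher in scrambled than in wild-type cells and 0 lower. Their median log2 fold change was 0.50 (p 2.1e-06 by camera with estimated correlation). In shRNA against scrambled cells, 21 were called lower and 1 higher (median -0.56), and the list was not tested by camera there. In HSB-2 the list rose in scrambled cells too, with 16 called higher and 4 lower (median 0.24, p 0.0037 by camera with estimated correlation). It did not fall in shRNA cells (median 0.21, 12 called higher and 2 lower), so hypoxia was not the cause there. None of these genes was on another list.

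Other splits of the 8 libraries of each line into 4 and 4 were tested. In Jurkat 1 of the 35 splits, the real one of shRNA against scrambled and wild-type, gave as many genes (5390), and in HSB-2 also 1 of 35 (6176). The other splits that kept the groups whole gave 13 and 0 genes in Jurkat, with 3107 and 1400 at an unadjusted p under 0.05, and 9 and 0 in HSB-2, with 2017 and 1988. The splits that parted a group gave 0 genes, with up to 2968 and 3097 at an unadjusted p under 0.05.

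The study described lower E-protein targets in both lines. Of the 7 genes it names as targets or near shared binding sites, only CD69 and CD1A had more than 25 counts in any HSB-2 library. CD69 was called higher against scrambled, but its level was 26.0 CPM in scrambled and 97.5 CPM in wild-type cells. Against wild-type cells its log2 fold change was 0.35 (adjusted p 0.032 by the quasi-likelihood test). It was not called against both controls together. CD1A was not called against scrambled in the pooled comparison. It was called higher with shRNA-4057 alone (0.22, adjusted p 0.027) and lower against wild-type cells (-0.68, adjusted p 0.0044), by the quasi-likelihood test. The study's full list was not analysed here.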
